# Genome-Wide Studies of Histone Demethylation Catalysed by the Fission Yeast Homologues of Mammalian LSD1

**DOI:** 10.1371/journal.pone.0000386

**Published:** 2007-04-18

**Authors:** Michael Opel, David Lando, Carolina Bonilla, Sarah C. Trewick, Abdelhalim Boukaba, Julian Walfridsson, James Cauwood, Petra J.H. Werler, Antony M. Carr, Tony Kouzarides, Natalia V. Murzina, Robin C. Allshire, Karl Ekwall, Ernest D. Laue

## Abstract

In order to gain a more global view of the activity of histone demethylases, we report here genome-wide studies of the fission yeast SWIRM and polyamine oxidase (PAO) domain homologues of mammalian LSD1. Consistent with previous work we find that the two *S. pombe* proteins, which we name Swm1 and Swm2 (after SWIRM1 and SWIRM2), associate together in a complex. However, we find that this complex specifically demethylates lysine 9 in histone H3 (H3K9) and both up- and down-regulates expression of different groups of genes. Using chromatin-immunoprecipitation, to isolate fragments of chromatin containing either H3K4me2 or H3K9me2, and DNA microarray analysis (ChIP-chip), we have studied genome-wide changes in patterns of histone methylation, and their correlation with gene expression, upon deletion of the *swm1^+^* gene. Using hyper-geometric probability comparisons we uncover genetic links between lysine-specific demethylases, the histone deacetylase Clr6, and the chromatin remodeller Hrp1. The data presented here demonstrate that in fission yeast the SWIRM/PAO domain proteins Swm1 and Swm2 are associated in complexes that can remove methyl groups from lysine 9 methylated histone H3. *In vitro*, we show that bacterially expressed Swm1 also possesses lysine 9 demethylase activity. *In vivo*, loss of Swm1 increases the global levels of both H3K9me2 and H3K4me2. A significant accumulation of H3K4me2 is observed at genes that are up-regulated in a *swm1* deletion strain. In addition, H3K9me2 accumulates at some genes known to be direct Swm1/2 targets that are down-regulated in the *swm1*Δ strain. The *in vivo* data indicate that Swm1 acts in concert with the HDAC Clr6 and the chromatin remodeller Hrp1 to repress gene expression. In addition, our *in vitro* analyses suggest that the H3K9 demethylase activity requires an unidentified post-translational modification to allow it to act. Thus, our results highlight complex interactions between histone demethylase, deacetylase and chromatin remodelling activities in the regulation of gene expression.

## Introduction

Post-translational modifications of histones regulate gene transcription either by recruiting other proteins/complexes or by altering the underlying chromatin structure. Until recently one such modification, lysine methylation, which can either activate or repress gene transcription [for a review see ref. 1], was thought to be irreversible. However, two classes of protein demethylase, that specifically remove methyl groups from lysine, have now been identified [2]–[6]. One of these, represented by lysine-specific demethylase 1 (LSD1), also known as BHC110, is a flavin adenine nucleotide-dependent (FAD) amine oxidase that removes methyl-groups from mono- and di-methylated lysine 4 of histone H3 (H3K4) [2]. LSD1 is a component of various complexes that repress transcription and which often contain HDAC1/2 and CoREST [7]–[10]. Recent studies show that the specificity and activity of the enzyme is modulated by its association with different proteins [11]–[13]. Metzger et al., (2005) [13], have interestingly shown that LSD1 when associated in a complex with the androgen receptor specifically demethylates H3K9 (instead of H3K4). The activity of LSD1 is also modulated by association with a SANT domain from the CoREST protein, which recruits the demethylase to nucleosomal substrates [11]–[12]. In addition, it has also been suggested that demethylation of nucleosomes by the LSD1-CoREST complex is inhibited by BHC80, a PHD domain protein [11], as well as by histone acetylation [12]. These results suggest a model whereby demethylase activity can be targeted in alternative ways to different sites and that it is regulated by other modifications, e.g. acetylation, to coordinate different activities.

## Results and Discussion

### Identification of the members of the Swm complexes

Strains expressing C-terminally TAP-tagged Swm1 and Swm2 (from their endogenous promoters) were used to affinity purify complexes of the two proteins. The associated proteins were subsequently identified by mass spectrometry (MS). The results of the MS analysis are presented in Table S1 in the Supplementary Information and are summarized in Figure 1. In brief, our data confirm the results of Nicolas et al., (2006) [14] and show that the Swm1 complex contains Swm2 and two new PHD domain containing proteins (*S. pombe* DB CDS: SPCC4G3.07 and SPAC30D11.08c), hereafter referred to as Swp1 (**Sw**m associated **P**HD1) and Swp2 (**Sw**m associated **P**HD2). Surprisingly, the purified Swm2 complex contained only Swm1 and Swp1, but not Swp2, suggesting that the Swm proteins may exist in more than one complex. However, in contrast to the results of Nicolas et al., (2006) [14] we did not detect either Hrp1 or SPBPJ758.01 (an RNA recognition motif protein), suggesting that these proteins have weaker affinities or are more transiently associated with the complexes. Alternatively, the use of different tags in the two studies may also explain the discreprency.

**Figure 1:**
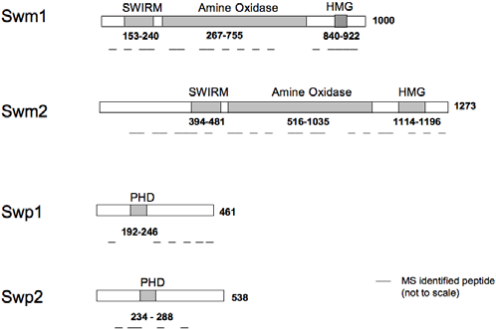
Schematic representation of Swm1/2 complex members: Swm1 (SPBC146.09c), Swm2 (SPAC23E2.02), Swp1 (SPCC4G3.07) and Swp2 (SPAC30D11.08c) are annotated with domain borders as in the SMART sequence analysis database (http://smart.embl-heidelberg.de).

### The S. pombe Swm complex demethylates lysine-9 of histone H3

Previous studies have shown that human LSD1 can demethylate either lysine residues 4 or 9 in histone H3, depending on the presence or absence of associated proteins [13]. To determine whether the *S. pombe* Swm complex can also demethylate histones, we carried out a series of demethylation assays using purified TAP-tagged complexes.

Initial assays for histone demethylase activity were attempted using similar methods to those described by Shi et al., (2004) [2], involving MS and synthetic peptide substrates. However, when comparing the detection limits (assuming a similar level of activity to the *E. coli* expressed human LSD1 as a control) we found that we were not able to purify sufficient quantities of the TAP-tagged Swm1 and Swm2 complexes from *S. pombe* to reliably detect demethylase activity in MS assays. We therefore turned to a more sensitive histone demethylase assay, in which purified histone methylases are used to radiolabel histone substrates [5], [15]. In this work we used human Set7, *S. pombe* Clr4 and *S. cerevisiae* Set2 to specifically methylate K4, K9 and K36 in histone H3, either in bulk histones or in polynucleosomes. Because FAD-dependent amine oxidases should demethylate both mono- and di-methylated substrates [2], we used Set7 to monomethylate H3K4 (and not the Set1 complex which leads to trimethylation). We also tried to ensure that the Clr4 reaction (which can also lead to trimethylation of H3K9) was partial – by carrying out the labelling reaction for short periods of time.

Interestingly, only methylated H3K9 was found to be a substrate for the *S. pombe* Swm1 and Swm2 complexes (Figure 2a). Similar levels of activity were detected regardless of whether the complex was purified using TAP-tagged Swm1 or Swm2. Moreover, similar levels of activity were found for histone H3 substrates in the form of either purified bulk histones or nucleosomes. By contrast, in the human LSD1 control we observed specific demethylation of H3K4 as previously reported (Figure 2b) [2]. We next tested whether the *S. pombe* Swm1 and Swm2 complexes were able to demethylate K9 in isolated histone H3. While both TAP-tagged complexes were found to have similar activity towards histone H3 purified from calf thymus (in comparison to nucleosomal substrates), neither complex was active on recombinant histone H3 (Figure 2c). It is currently unclear why the *S. pombe* demethylase complex is inactive on recombinant methylated histone H3, but one possibility is that an additional post-translational modification(s) is needed for the complex to effectively recognise its substrate. Finally, to rule out the possibility that a contaminant was responsible for the H3K9 demethylase activity, we demonstrated that recombinant *E. coli* expressed Swm1 has the same pattern of activity/specificity as that of the intact complex (Figure 2d). This experiment demonstrates that Swm1 is a catalytically active subunit. However, because we have not so far been able to express/purify recombinant Swm2, this PAO domain protein may also be catalytically active. Structure-based sequence analysis suggests that Swm2 also has the appropriate FAD-binding and catalytic residues required for demethylase activity (data not shown).

**Figure 2:**
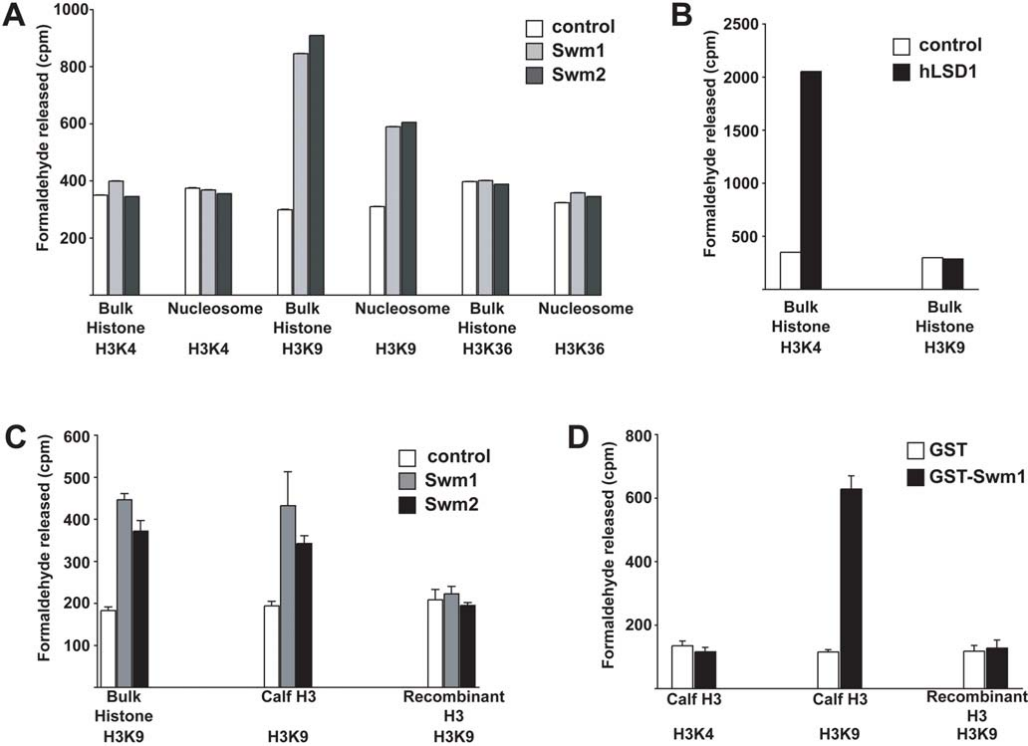
Histone demethylase activity of TAP tagged Swm1 and Swm2 complexes (A&C), recombinant human LSD1 (B), and GST-Swm1 (D), with various methylated histone substrates. The substrates: calf thymus bulk histones (BH), chicken polynucleosomes (Nuc), calf thymus histone H3 (H3) and recombinant H3 (rH3) along with their sites of lysine (K) methylation are indicated below the panels. Control indicates a mock TAP-tag purification from the wild type strain. hLSD1 was recombinant *E. coli* expressed human LSD1 protein and GST-Swm1 was recombinant *E. coli* expressed Swm1.

### Swm1 both up- and down-regulates gene expression

To determine if the Swm1 and Swm2 proteins are involved in regulation of gene expression, we constructed strains of *S. pombe* in which either the Swm1 or Swm2 genes were deleted. Consistent with the results obtained by Nicolas et al., (2006) [14], we found that *swm2* is an essential gene and that deletion of *swm1* markedly increased the cell doubling time (data not shown). Thus, gene expression profiling could only be carried out in cells lacking Swm1.

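Gene expression in swm1Δ and wild-type cells was compared on 2 spotted arrays, labelled 19 and 29, each hybridised with labelled cDNA of both strains. An array carries 2 spots per feature, so a feature has up to 4 data points. The authors deposited 1 log2 ratio per spot for these arrays, and the methods state that such ratios were Lowess normalized in GeneSpring. No scanner intensities of the expression arrays were used here. The strain in the numerator is not stated with these values, and they were read as swm1Δ over wild type, which is the direction that the deposited ratios of 6 methylation arrays showed against their scanner intensities by the dye labels. A methylation array with conflicting dye labels, the ORF part of B1, showed it only when read against its own label. That direction could not be tested on the expression arrays. Features were counted without being named, so where named genes are needed the lists of Table S2 were used. Of 3931 features in the table, 3336 had a value and 3309 had at least 3 data points. Across features, which are not independent replicates, the mean ratios of the 2 arrays had a Pearson correlation of 0.0894 and a Spearman correlation of 0.0437, while the 2 spots of a feature had a Pearson correlation of 0.846 on array 19 and 0.744 on array 29. With 2 arrays, their number limits the precision.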

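At a ratio of at least 1.5 in 3 or more data points, 171 features were higher in swm1Δ cells, 95 of them in all 4 data points. On 85 features the arrays disagreed, with both spots of 1 array past the cut-off upwards and both spots of the other downwards. When the ratio of 1 array was left unturned, so that a difference between the strains cancels and a dye bias adds up, 109 features passed 1.5 and 131 passed 1/1.5. A test with limma on the 2 array means against 0 called 0 of 3312 features at an adjusted p under 0.05 (smallest adjusted p = 0.160 from limma), and 5.62% of the features had an unadjusted p under 0.05. The count of higher features moved most with a cut-off of 2.0, to 61, and with each array taken alone it was 381 to 383.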

Our global analysis of gene expression shows that somewhat more genes are up-regulated in the *swm1* deletion (*swm1*Δ) strain (265 genes) than are down-regulated (173 genes) (using a 1.5 fold cut-off; see Table S2 in the Supplementary information). In Figure 3, the moving average (calculated over 150 genes) of the *swm1*Δ/wild-type expression ratio *vs* the level of wild-type gene expression is plotted. If the *swm1* deletion had no effect on gene expression one would expect a global moving average ratio of 1.0. As can be seen, however, the *swm1*Δ/wild-type expression ratio is generally high for non-expressed and weakly expressed genes, suggesting that (globally) Swm1 represses these non-expressed and weakly expressed genes.

**Figure 3:**
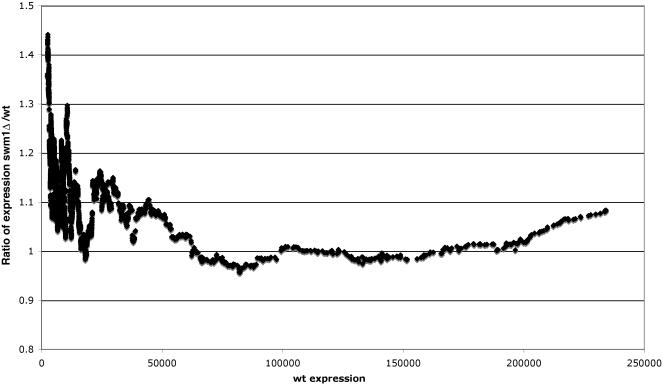
Global analysis of the gene expression profile in *swm1* *vs* wild type cells. A moving average plot (window size = 150 genes, step size = 1 gene) of the median gene expression ratio, *swm1*Δ/wt, plotted as a function of the average transcription levels of 11 wild-type cell cultures in mid-logarithmic growth.

We emphasise, however, that Swm1 also has an activating role at 173 genes. 

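By the same rule 127 features were at or below 1/1.5, of which 56 were so in all 4 data points. With a cut-off of 2.0, 25 features were at or below 1/2.0, and with each array taken alone 392 to 395 were at or below 1/1.5. When the mean of the data points was required to pass in place of 3 of them, 276 features were lower and 347 were higher. From its list of down-regulated genes the paper states that Swm1 also activates genes.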

The effect of *swm1* deletion on these genes appears to be direct. In hyper-geometric distribution tests, we found a statistically significant overlap when comparing the published genome-wide Swm1/2 localisation data [14] with the list of genes that are down-regulated in *swm1*Δ cells (P = 3.18×10-7), but not those that are up-regulated (compare Figure 4c bottom, left and right).

**Figure 4:**
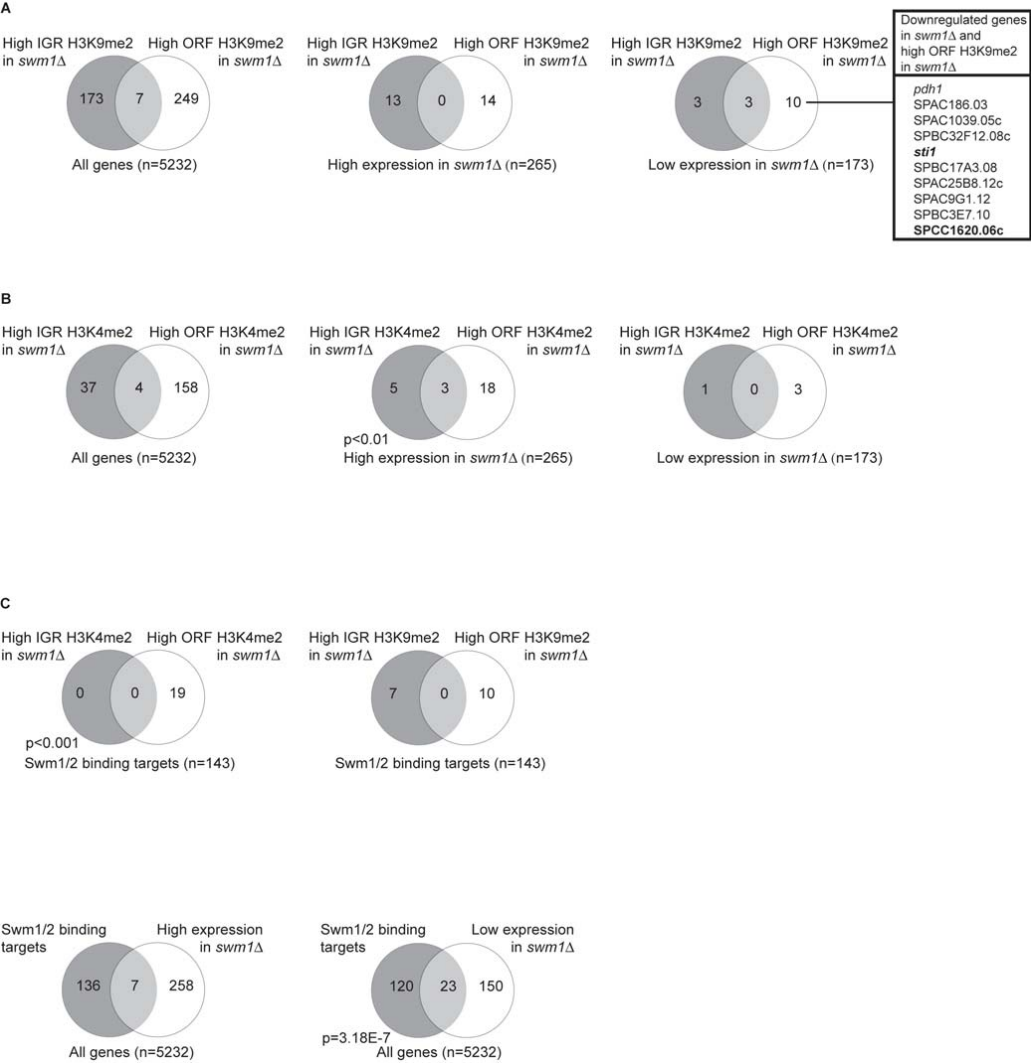
Genome wide analysis of histone methylation and gene expression in *swm1* cells, and binding of Swm1/2. A) A comparison of increased H3K9me2 and altered gene expression in *swm1* deletion cells. The Venn diagrams illustrate the degree of overlap between lists of IGR and ORF regions having high H3K9me2 in *swm1* deletion cells (using a cutoff value of 2.0 ), and a list of genes, which showed altered expression in *swm1*Δ (using a cutoff value of 1.5). Left: 8.2% of total *S. pombe* genes showed high IGR or ORF H3K9me2 levels in *swm1*Δ. Middle: The Venn diagram shows the fraction of genes up-regulated in *swm1*Δ having high IGR or ORF H3K9me2. Right: The Venn diagram shows the fraction of genes down-regulated in *swm1*Δ having high IGR or ORF H3K9me2. The inserted table shows a list of 10 genes down-regulated in *swm1* deletion cells, which also show high H3K9me2 ORF levels in *swm1*Δ (Swm1/2 binding targets are indicated in bold). B) A comparison of increased H3K4me2 and altered gene expression in *swm1* deletion cells. The Venn diagrams illustrate the degree of overlap between lists of IGR and ORF regions having high H3K4me2 in *swm1* deletion cells (using a cutoff value of 2.0 ), and a list of genes, which showed altered expression in *swm1* (using a cutoff value of 1.5). Left: 3.8% of total *S. pombe* genes showed high IGR or ORF H3K4me2 levels in *swm1*Δ. Middle: The Venn diagram shows the fraction of genes up-regulated in *swm1*Δ having high IGR or ORF H3K4me2. 9.8% of *swm1* up-regulated genes showed high IGR or ORF H3K4me2 levels, which is significantly more than expected from the genome average (CHI square, P<0.01; indicated). Right: The Venn diagram shows the fraction of genes down-regulated in *swm1*Δ having high IGR or ORF H3K4me2. C) Comparison of Swm1/2 binding targets (determined by Nicolas et al., (2006)), H3K4me2 and H3K9me2 levels, as well as gene expression changes in *swm1* deletion cells. Top: The Venn diagrams illustrate the degree of overlap between lists of IGR and ORF regions having high H3K4me2 and H3K9me2 levels (as indicated) in *swm1* deletion cells, and a list of Swm1/2-binding targets. 13.4% of Swm1/2 binding targets showed high IGR or ORF H3K4me2 levels, which is significantly more than expected from the genome average (CHI square, P>0.001; indicated). Bottom: The Venn diagrams illustrate the degree of overlap between the list of Swm1/2-binding targets and gene expression changes in *swm1* deletion cells. Bottom right: A significant proportion of s*wm1* down-regulated genes (hypergeometric P value indicated) were defined as Swm1/2-binding targets. (Note that our microarray contains only 143 of the 175 targets published by Nicolas et al., (2006).)

Further analysis, using hyper-geometric distribution tests, with a database of genes affected by histone modifications, showed that there is a very significant similarity of up-regulated genes in the *swm1*Δ strain to up-regulated genes in the *clr6-1* strain (see Table 1). *clr6-1* is a loss of function mutant of Clr6, a histone deacetylase (HDAC) and known transcriptional repressor, which is similar to HDAC1/2 in higher organisms [16]–[17]. Consistent with Swm1 acting in concert with Clr6, there is also a significant overlap of genes that are up-regulated in the *swm1*Δ strain with genes whose promoters lack acetylation in wild-type cells [18] (see Table 1).

**Table 1:** Hyper-geometric probability comparisons of genes either down- or up-regulated in *swm1* deletion cells.

HIGH Expression in *swm1*Δ vs wild-type, cut-off 1.5 (3 of 4), 265 genes	
P value	Similar list Name
1.25×10-33	stress up >2 fold
3.34×10-29	HIGH expression in *clr6-1 clr3* deletion (1.5 fold)
4.99×10-29	wild type meiosis up >2 fold
6.30×10-28	HIGH expression in *clr6-1* (1.5 fold)
3.82×10-11	LOW IGR WT H4K5Ac H3 Cter corr (1.5 fold)
8.42×10-09	LOW IGR WT H4K12Ac H3 Cter corr (1.5 fold)
1.00×10-06	LOW IGR WT H3K9Ac H3 Cter corr (1.5 fold)
5.48×10-06	IGR binding of Hrp1 (0.90 percentile)
8.92×10-06	HIGH expression in *clr3* deletion (1.5 fold)
1.33×10-05	IGR binding of Hrp3 (0.94 percentile)
7.14×10-05	LOW IGR WT H4K16Ac H3 Cter corr (1.5 fold)
0.000185	LOW IGR WT H3K14Ac H3 Cter corr (1.5 fold)
0.00022	Process-Carbohydrate Metabolism
0.0196	ORF binding Clr3-myc (0.86 percentile)

Our analyses extend the observations of Nicolas et al., (2006) [14]. Thus, it is now clear that the *S. pombe* Swm1/2 complex has dual roles in gene regulation, up-regulating some 173 genes and down-regulating some 265 others. The correlation between Swm1/2 localisation and down-regulated genes in *swm1*Δ cells, suggests that the complex might have a more direct role in stimulating gene expression than it does in repression. Moreover, the imposition of a repressed state by Swm1/2 involves one of the HDACs – Clr6.

### The effects of Swm1 deletion on K4 and K9-methylation of histone H3

We next measured levels of H3K4 and H3K9 dimethylation using ChIP-chip experiments in both inter-genic (IGR) (including all pol II promoters) and open-reading frame (ORF) regions in the *swm1*Δ strain [see Ref. 18 for details of the microarray platform]. 

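Chromatin of swm1Δ and wild-type cells immunoprecipitated for H3K4me2 or H3K9me2 was hybridised on arrays with ORF and IGR probes, with 2 arrays per mark and region type and 2 spots per feature. The arrays are labelled C1 and C2 for H3K4me2 and B1 and B2 for H3K9me2. Of the ORF features, 4896 were kept after 867 control features and 154 features marked missing were left out, and 4963 IGR features were kept after 208 were left out. Scanner files that the authors deposited, with the median signal and local background intensity of each spot and dye, were read for 7 of these 8 arrays. The intensities were background corrected with limma (normexp, offset 50), loess normalized within each scanner file and turned to swm1Δ over wild type by the dye labels. For H3K9me2 in IGR regions the log2 ratios that the authors deposited were used for both arrays, since no scanner file of 1 of them was at hand. A single spot of array C1 was read for H3K4me2 in IGR regions, which leaves 3 data points per IGR. A region was called high at a ratio of at least 2.0 in at least 3 data points and low at or below 1/2.0.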

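The label of the slide of array B1 names opposite dyes for its ORF and IGR parts, and wild type was taken to be in Cy3 in both, so that the slides form the dye swap that the methods describe. The deleted gene itself, swm1 (SPBC146.09c), had ORF log2 ratios of -4.04 and -3.76 for H3K4me2 (mean -3.90 ± 0.20, SD, n = 2 arrays) and IGR ratios of -2.39 and -2.29. For H3K9me2 its ORF ratio was -1.43 on array B2 but 0.03 on the array labelled B1. The deletion was thus seen in the ORF part of B2 and not in that of B1. The IGR ratios for H3K9me2 were 0.81 and 0.16. They cannot settle whether the deletion is there, since the methods state that the ORF was replaced. Signal was at least 1.5 times the background in both dyes on 99.4% to 99.6% of the spots of the H3K4me2 arrays, on 84.4% and 94.8% of the H3K9me2 ORF spots of B1 and B2, and on 86.4% of the IGR spots of B2. Across features, the 2 H3K4me2 arrays had Pearson correlations of 0.696 over ORF regions and 0.433 over IGR regions. The 2 H3K9me2 arrays had Pearson correlations of 0.0594 and 0.0121, although the 2 spots of an ORF correlated at 0.977 on B1 and 0.947 on B2.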

(Our studies focussed on the levels of dimethylation, as opposed to monomethylation, because of the availability of suitable antibodies. In addition, levels of trimethylation are known to be low in *S. pombe*.) 

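High H3K9me2 was measured in 177 of 4896 ORF regions and 234 of 4901 IGR regions of swm1Δ cells. They belong to 389 of the 4885 genes with a measured ORF, or 7.96% (Wilson 95% confidence interval 7.24% to 8.76%, for counting error only), 173 by the ORF alone, 212 by the IGR alone and 4 by both. Of the high ORF regions 118 passed in all 4 data points, and the largest mean log2 ratio among these was that of SPAC22F8.13, 3.13 ± 1.81 (SD, n = 2 arrays), with 4.41 on the array labelled B1 and 1.85 on that labelled B2. SPCC4G3.11, which lies in a run of neighbouring genes on chromosome III with raised ratios of both marks, followed with 2.90 ± 2.60 and SPAC821.05 with 2.87 ± 1.88. In IGR regions the largest means were those of SPAC3A11.01 (4.63 ± 3.72), SPBC4B4.12c (4.48 ± 3.93) and SPCC63.02c (4.46 ± 3.26). None of these 6 differences was called by limma, whose smallest adjusted p was 0.930 over ORF regions and 0.253 over IGR regions. It called 0 regions of either type, with an unadjusted p under 0.05 for 196 ORF and 262 IGR regions. Low H3K9me2 was measured in 315 regions, and with 1 array left unturned 314 regions passed 2.0 and 325 passed 1/2.0. The number of high ORF regions moved most when array B2 was left out, to 1014, and the share of genes was 10.0% with median centring in place of loess for the ORF arrays. With the IGR arrays centred on their median the high IGR regions fell from 234 to 115. The share of genes was then 5.77%, and 7.94% with ORF and IGR arrays both median centred, in alternatives chosen after seeing the data.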

In agreement with our finding that the fission yeast Swm complex demethylates H3K9 (Figure 2), deletion of *swm1* resulted in increased levels of H3K9me2 in a large part of the genome – 8.2% of genes showed increased H3K9me2 in either the ORF or IGR regions. 

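High H3K4me2 was measured in 161 ORF regions and in 97 of 4963 IGR regions of swm1Δ cells, and low H3K4me2 in 126 regions. The high regions belong to 230 genes, or 4.71% of the genes with a measured ORF (Wilson 95% confidence interval 4.15% to 5.34%), 148 by the ORF alone, 69 by the IGR alone and 13 by both. With 1 array left unturned, 0 regions passed 2.0 and 7 passed 1/2.0. Among 101 ORF regions high in all data points the largest mean log2 ratios were those of SPCC4G3.12c (2.46 ± 0.46, SD, n = 2 arrays, adjusted p = 6.27e-06 from limma), SPCC4G3.09c (2.13 ± 0.56) and SPCC306.11 (2.03 ± 0.31). These 3 ORF regions lie in the same run on chromosome III, of 25 neighbouring genes. In IGR regions the largest were rsv1 (2.89 ± 1.25), longIGRSPAC2C4.17c (2.41 ± 0.41) and atf21 (2.40 ± 0.13), each with an adjusted p of 2.58e-05 from limma. The limma test called 773 ORF regions higher and 631 lower, and 200 IGR regions higher and 75 lower. The number of high IGR regions moved most when array C2 was left out, to 207.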

H3K4me2 levels, however, were also increased in a smaller part of the genome (3.8%). Interestingly, there appears to be a bias towards increased levels of H3K4me2 in ORF regions (as compared to IGR regions), whereas H3K9me2 levels were increased in both the ORF and IGR regions (compare Figures 4a, 4b). 

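High H3K4me2 covered 3.29% of the ORF regions and 1.95% of the IGR regions, an odds ratio of 1.71 (Fisher's exact test, two-sided, p = 3.78e-05; 7.56e-05 adjusted over the 2 marks). An IGR had to pass in all 3 of its data points and an ORF in 3 of 4, which is a less strict demand on ORF regions. On the ratios that the authors deposited, with 4 data points for both, the odds ratio was 2.09 (Fisher's exact test, two-sided, p = 3.89e-08). The excess in ORF regions is not specific to increased H3K4me2. Low H3K4me2 covered 2.10% of the ORF regions and 0.463% of the IGR regions, an odds ratio of 4.62 in a test chosen after seeing the data (Fisher's exact test, two-sided, p = 9.54e-14). High H3K9me2 covered 3.62% of the ORF regions and 4.77% of the IGR regions, an odds ratio of 0.748 (Fisher's exact test, two-sided, p = 0.00472, also after adjustment). This sets ORF ratios from scanner intensities against deposited IGR ratios, which have a median of 0.47 on the array labelled B1, so it does not compare ratios of the same kind. With deposited ratios for both the odds ratio was 1.20, and with the IGR arrays centred on their median, a setting chosen after seeing the data, it was 1.56, both in the reversed direction. Regions are not independent replicates. The paper sets the increased H3K9me2 beside its finding that the Swm complex demethylates H3K9 (Figure 2).

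**Figure D1:**
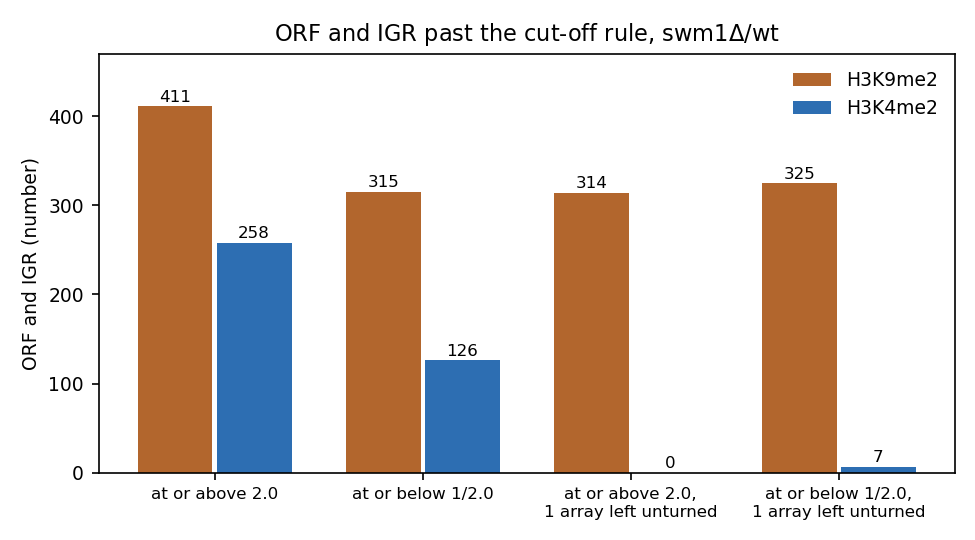
Number of ORF and IGR regions (vertical axis) past 2.0 (high) or at or below 1/2.0 (low) in swm1Δ over wild type, and with 1 array left unturned, for H3K9me2 and H3K4me2. For H3K9me2 411 regions are high and 314 pass 2.0 unturned, for H3K4me2 258 and 0.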

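The paper's list of ORF regions with high H3K9me2 in Table S3 has 256 names. Of these, 248 were matched to a feature of the array, and all 248 passed the rule on the deposited ratios and 149 on the ratios from scanner intensities. The paper's list of IGR regions with high H3K9me2 has 190 names, of which 188 were matched and passed on the deposited ratios. For H3K4me2 the paper lists 166 ORF and 82 IGR regions, of which 164 and 81 were matched. All matched regions passed on the deposited ratios, and 152 and 76 passed on the ratios from scanner intensities. On the deposited ratios, with missing and control features kept, the rule itself gave 270 ORF and 234 IGR regions for H3K9me2, and 199 ORF and 82 IGR regions for H3K4me2.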

(See Table S3 in the Supplementary information for lists of the IGR and ORF regions with high levels of H3K4me2 and H3K9me2 in the *swm1*Δ strain.) (Note that the *S. pombe* genome is composed of roughly equal amounts of IGR and ORF regions.)

Globally, overall levels of H3K9me2 were not significantly changed in genes whose expression is either up- or down-regulated in the absence of Swm1 (Figure 4a). However, on closer examination of the genes that are activated by Swm1, a few have increased H3K9me2 levels in the absence of Swm1. 

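Of the paper's 265 up-regulated genes, 253 have a measured ORF on the methylation arrays, and 23 of these (9.09%, Wilson 95% confidence interval 6.13% to 13.3%) had high H3K9me2 in the ORF or IGR, against 7.90% of the other genes. The odds ratio was 1.17 (Fisher's exact test, two-sided, p = 0.475; 0.633 adjusted over the 4 tests of both lists and both marks). It fell below 1 with median centring, to 0.762. Of the paper's 173 down-regulated genes, 168 have a measured ORF, and 14 of these (8.33%, interval 5.03% to 13.5%) had high H3K9me2, against 7.95% of the others (odds ratio 1.05, Fisher's exact test, two-sided, p = 0.773, also after adjustment). With median centring of the ORF arrays the odds ratio was 0.944. With ORF and IGR arrays both median centred, an alternative chosen after seeing the data, it was 1.23. The median log2 ratio of H3K9me2 in the ORF was 0.14 over the down-regulated genes and 0.02 over the other genes, a difference of 0.12 (permutation test, two-sided, 100000 permutations, p = 0.111) that became -0.066 when the slide of array B1 was read by its ORF label.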

Within this group of 10 genes, *sti1*+ and SPCC1620.06c were previously identified as Swm1/2 binding targets [14]. This data suggests that in wild-type cells Swm1 may have an activating function at some genes, which involves demethylation of H3K9me2 in ORF regions, consistent with the general role of H3K9me2 in gene repression and silencing in *S. pombe* [19]–[21]. However, due to the small number of genes involved, this does not appear to be the major role of the Swm1/2 complex.

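Of the 10 genes listed in Figure 4A, 7 had high H3K9me2 in the ORF on the ratios from scanner intensities, and 10 on the deposited ratios. The ORF of SPAC1039.05c had the largest mean log2 ratio, 2.28 ± 0.30 (SD, n = 2 arrays), and passed in all 4 data points, as did pdh1 (1.55 ± 0.58), SPAC186.03 (1.80 ± 0.27) and SPBC32F12.08c (1.82 ± 0.82). The ratio of sti1 was 1.01 on the array labelled B1 and 1.65 on B2, with 3 data points past 2.0, and SPAC25B8.12c and SPAC9G1.12 also passed in 3. SPCC1620.06c, with 0.63 and 1.15, passed in 2 data points, SPBC17A3.08 (0.92 ± 0.38) in 1 and SPBC3E7.10 (0.43 ± 0.23) in 0. The adjusted p of these genes from limma lay between 0.930 and 0.966.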

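Among the up-regulated genes of Table S2 with a measured ORF, 32 had high H3K4me2 in the ORF or IGR, or 12.6% (Wilson 95% confidence interval 9.10% to 17.3%), against 4.27% of the other genes. By chance 11.9 genes would be shared. The odds ratio was 3.24 (Fisher's exact test, two-sided, p = 1.74e-07; 6.98e-07 adjusted over the 4 tests). Among the settings chosen beforehand the deposited ratios moved the p most, to 1.79e-06. The median log2 ratio of H3K4me2 in the ORF was 0.16 over the up-regulated genes and -0.03 over the other genes, a difference of 0.19 (permutation test, two-sided, p = 0.00014). Of the up-regulated genes 8 lie in the run of raised neighbouring genes on chromosome III, from SPCC306.11 to SPCC364.02c. With this run left out, an alternative chosen after seeing the data, 27 of 245 up-regulated genes had high H3K4me2 and the odds ratio was 2.92 (Fisher's exact test, two-sided, p = 7.54e-06). One gene of the run is swp1 (SPCC4G3.07c), whose product copurified with Swm1 in Figure 1. Its H3K4me2 ratio was 1.53 ± 0.23 in the ORF (SD, n = 2 arrays, adjusted p = 0.000352 from limma) and 1.42 ± 0.33 in the IGR.

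**Figure D2:**
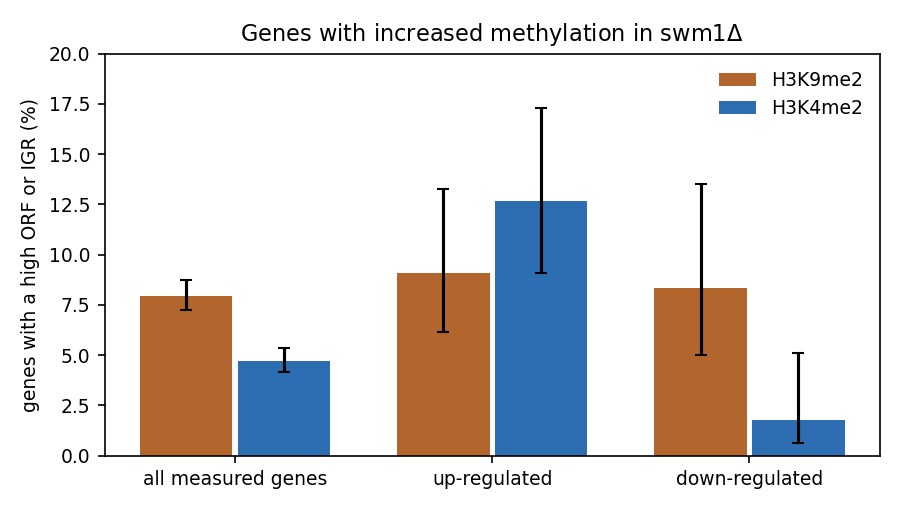
Percentage of genes with high H3K9me2 or H3K4me2 in the ORF or IGR (vertical axis), over all measured genes and over the up-regulated and down-regulated genes of Table S2, with Wilson 95% confidence intervals as error bars. For H3K4me2 the bars stand at 4.71%, 12.6% and 1.79%, and for H3K9me2 at 7.96%, 9.09% and 8.33%.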

In genes that are repressed by Swm1, and therefore up-regulated in the *swm1*Δ strain, levels of H3K4me2 were seen significantly more frequently (CHI square, P<0.01). The bias towards increased levels of H3K4me2 in ORF regions (as compared to the IGR regions) was again apparent (Figure 4b). However, no difference in H3K4me2 levels was observed in genes that are activated by Swm1, and therefore repressed in the *swm1*Δ strain.

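Among the up-regulated genes with high H3K4me2, 17 had it in the ORF alone, 11 in the IGR alone and 4 in both. Whether this division differs from that of the other genes was not tested. From the bias towards ORF regions of up-regulated genes, taken with the lack of H3K4 demethylase activity of the Swm1/2 complex in vitro, the paper proposes that the increased H3K4me2 results from transcription of these genes, by methylation through Set1 or by incorporation of methylated histones.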

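Of the 168 down-regulated genes with a measured ORF, 3 had high H3K4me2, all in the ORF alone, or 1.79% (Wilson 95% confidence interval 0.609% to 5.12%), against 4.81% of the other genes. By chance 7.91 genes would be shared. The odds ratio was 0.360 (Fisher's exact test, two-sided, p = 0.0910; 0.182 adjusted over the 4 tests). With median centring the p was 0.0484, and on the deposited ratios it was 0.251.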

The bias towards increased H3K4me2 levels in ORF regions of genes that are up-regulated in *swm1*Δ cells, when taken together with the lack of *in-vitro* H3K4 demethylase activity of the Swm1/2 complex (see above), suggests that the increased H3K4me2 levels results from either increased H3K4 methylation via Set1, or the incorporation of H3K4 methylated histones during transcription.

### Correlation of H3K9me2 or H3K4me2 levels with other post-translational modifications

The changes in H3K9me2 or H3K4me2 levels observed at genes in the *swm1*Δ cells may correlate with other post-translational modifications associated with the same genes. To test this we compared the lists of IGR and ORF regions showing either high H3K9me2 or H3K4me2 in *swm1*Δ cells with our database of genes affected by histone modifications using hyper-geometric distribution tests.

The regions which show increased H3K4me2 in the *swm1*Δ cells were very significantly similar to regions where histone acetylation is low in wild-type cells. They were also significantly similar to regions with increased acetylation in the *clr6-1* mutant [18] (Table 2). These findings are consistent with the observation that there is a very significant similarity of up-regulated genes in the *swm1*Δ strain to up-regulated genes in the *clr6-1* strain (see above and Table 1). The functional link to Clr6 is also interesting given that LSD1 (a human homologue of Swm1) physically and functionally interacts with HDAC1/2 [7]–[10]. Moreover, the regions associated with increased H3K4me2 in *swm1*Δ cells tend to be the 3′ regions of longer genes (>1000 bp), which in wild type cells normally have low levels of both histone acetylation and H3K4me2, and which are hyperacetylated in *clr6-1* cells [22]. These findings again suggest that Swm1 and Clr6 may collaborate to maintain repressive chromatin in both IGR and ORF regions, to influence both transcriptional initiation and elongation. Furthermore, the affected IGR regions in the *swm1*Δ cells also overlap significantly with Clr3 and Sir2 HDAC binding data (Table 2).

**Table 2:** Hyper-geometric probability comparisons of IGR and ORF lists with high H3K4me2 in *swm1* deletion cells.

HIGH IGR H3K4me2 in *swm1*Δ, 41 genes	
P value	Similar list Name
1,64×10-19	High IGR *clr6-1* H4K5ac H3 cter corr (2 fold )
2,33×10-18	LOW IGR WT H3K14Ac H3 Cter corr (1.5 fold)
2,82×10-16	High IGR *clr6-1* H4K12ac H3 cter corr (2 fold )
1,82×10-15	High IGR *clr6-1* H3K14ac H3 cter corr (2 fold)
5,59×10-15	LOW IGR WT H4K5Ac H3 Cter corr (1.5 fold)
7,23×10-15	LOW IGR WT H3K9Ac H3 Cter corr (1.5 fold)
7,31×10-13	LOW IGR WT H4K12Ac H3 Cter corr (1.5 fold)
7,64×10-13	High IGR *clr6-1* H4K16ac H3 cter corr (2 fold )
6,45×10-12	LOW IGR WT H3K4me2 H3 cter corr (1.5 fold)
2,11×10-9	LOW IGR WT H4K16Ac H3 Cter corr (1.5 fold))
6,05×10-8	High IGR *clr6-1* H3K9ac H3 cter corr (2 fold )
9,01×10-6	Hrp1 IGR binding (0.9 percentile)
0,000564	Hrp3 IGR binding (0.94 percentile)
0,00058	HIGH expression in wild type meiosis (2 fold)
0,00303	IGR Binding Sir2-myc (0.91 percentile)
0,0497	IGR binding Clr3-myc (0.86 percentile)

No similar gene lists were found for ‘HIGH IGR H3K9me2 in *swm1*Δ’ and ‘HIGH ORF H3K9me2 in *swm1*Δ’

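Binding of myc-tagged Hrp1 and Hrp3 to IGR regions was measured on 3 arrays each, with the immunoprecipitate labelled as Cy3 and the input as Cy5. The scanner intensities were background corrected in the way described for methylation, without loess. The log2 ratio of immunoprecipitate over input was ranked within each array, and an IGR was called bound at a mean percentile rank of at least 0.90 for Hrp1 and 0.94 for Hrp3, the percentiles of Table 1. The paper's methods name the median percentile rank, which was added as an alternative after seeing the data. Between arrays the ratio had Spearman correlations across IGR regions of -0.177, 0.563 and -0.155 for Hrp1 and of -0.280, -0.292 and 0.655 for Hrp3. The values that the authors deposited for these arrays are log10 values that follow a single dye and not the ratio. On 3 of the 6 arrays they equal the log10 of the Cy3 signal over the median of the array within 0.01 on 99.8% to 99.9% of the spots. On the other arrays they are not equal to either dye but follow 1 of them in rank, Cy3 on the Hrp1 array labelled A260E (Spearman correlation 0.988) and Cy5, the dye labelled as input, on Hrp1 slide 1 (0.985) and on the Hrp3 array labelled K080D (0.987). The dye labels of the last 2 arrays were used as given, and their ratios had a negative correlation with those of each other array of the same protein. Signal was at least 1.5 times the background in both dyes on 99.5% to 99.7% of the spots of the Hrp1 arrays and on 71.1% to 99.6% of those of the Hrp3 arrays.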

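By the ratio of immunoprecipitate over input, 39 of 4963 IGR regions were bound by Hrp1 and 6 by Hrp3. Of the Hrp1-bound regions 3 had high H3K4me2 in swm1Δ cells, against 0.762 by chance (Fisher's exact test, one-sided for a larger overlap, p = 0.0398; 0.0797 adjusted over the 4 Hrp tests). Of the Hrp3-bound regions 2 had high H3K4me2, against 0.117 by chance (Fisher's exact test, one-sided, p = 0.00539; 0.0216 adjusted). The lists depend on single arrays. Without slide 1, 303 regions were bound by Hrp1, and without the array labelled K080D 210 were bound by Hrp3, the arrays whose deposited values follow Cy5. With each array left out in turn the p ranged from 0.0143 to 0.385 for Hrp1 and from 1.08e-05 to 0.271 for Hrp3. By the median rank 240 regions were bound by Hrp1 and 159 by Hrp3, of which 9 and 13 had high H3K4me2 (Fisher's exact test, one-sided, p = 0.0438 and 1.04e-05). On the deposited single-dye values, an alternative chosen after seeing the data, 342 regions ranked as bound for Hrp1 and 156 for Hrp3, of which 3 and 0 were shared with the lists from the ratio. Of these, 37 and 15 had high H3K4me2 (Fisher's exact test, one-sided, p = 3.12e-19 and 2.46e-07). The deposited values also followed the other dye in rank, with Spearman correlations of 0.765 to 0.919 over the 6 arrays. A high rank in them therefore need not mean enrichment over input.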

The lists of IGR regions which show increased levels of H3K4me2 in the *swm1*Δ strain also overlapped significantly with lists of genes representing IGR binding of the Hrp1 chromatin remodelling factor and its closely related (64% identical) paralogue Hrp3 (P = 9.01×10-6 and 5.64×10-4, respectively; see Table 2). Moreover, the lists of up-regulated genes in the *swm1*Δ strain showed significant similarity to lists of IGR regions bound by Hrp1 and Hrp3 (P = 5.48×10-6 and 1.33×10-5, respectively; See Table 1).

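Of the 35 genes with an Hrp1-bound IGR by the ratio, out of 4410 genes with a measured IGR and ORF, 4 were among the up-regulated genes of Table S2, against 1.86 by chance (Fisher's exact test, one-sided, p = 0.112; 0.149 adjusted). Of the 6 genes with an Hrp3-bound IGR 0 were up-regulated, which allows a share of up to 50% (Fisher's exact test, one-sided, p = 1). With each array left out in turn the p ranged from 2.30e-05 to 0.321 for Hrp1 and from 0.00146 to 1 for Hrp3. By the median rank 27 of 212 genes were up-regulated for Hrp1 and 20 of 130 for Hrp3 (Fisher's exact test, one-sided, p = 1.42e-05 and 1.24e-05). On the deposited single-dye values 42 of 303 genes were up-regulated for Hrp1 and 20 of 139 for Hrp3 (Fisher's exact test, one-sided, p = 3.13e-09 and 3.41e-05). A high rank in these values need not mean enrichment over input. From the overlaps the paper proposes functional links of Swm1 to the Hrp1 and Hrp3 remodelling factors.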

### Possible targeting of the Swm complex via Clr6?

Given the finding that loss of function of either the Swm1 histone demethylase or Clr6 HDAC, results in up-regulation of genes and altered levels of histone modifications in the same regions of the genome, and the knowledge that human LSD1 physically and functionally interacts with HDAC1/2 [7]–[10], we wondered whether there was a physical interaction between the *S. pombe* Swm1 and Clr6 complexes? Because we had not identified any of the Clr6 complex components in TAP-tagging/MS studies of Swm1 and Swm2, we also TAP-tagged components of the Clr6 complex, to see if we could identify any of the Swm partner proteins. These studies, however, only identified the same proteins found in previous work [23], namely: Clr6, Alp13, Prw1 and Pst2 (data not shown). In preliminary experiments we have found that Hrp1 and Hrp3 co-purify in affinity purification experiments (Walfridsson, Khorosjutina, Gustafsson, Ekwall *et. al.* manuscript in preparation). Our results, therefore, indicate that there is a conserved functional interaction between the Swm1 histone demethylase and the Clr6 histone deacetylase that is also found in mammalian cells. They also provide further support for a model in which deacetylation of nucleosomes sets the stage for demethylation [12]. In *S. pombe*, however, despite the suggested functional association, and unlike the situation in higher organisms, any interaction between the two complexes appears to be of a more transient character.

### Possible targeting of the Swm complex via Hrp1/3?

Previously, Nicolas et al (2006) [14] showed that the Swm1/2 complex physically interacts with Hrp1. The putative functional links to the Hrp1 and Hrp3 chromatin remodelling factors that we identify here suggest that this interaction may provide a mechanism for targeting of the Swm demethylase. The double chromo domains of human CHD1, but not those of *S. cerevisiae* Chd1p, have been shown to bind directly to methylated H3K4 [24]–[25]. Although the *S. pombe* Hrp1, does not have all the consensus residues required for methyl-lysine binding, Hrp3 does (data not shown). Because Hrp1 and Hrp3 co-purify we speculate that Hrp1/Swm complex interactions might target some Swm complexes to perform demethylation through the interaction with Hrp3.

### Concluding remarks

In conclusion, the data presented here demonstrate that in fission yeast the SWIRM/PAO domain proteins Swm1 and Swm2 are associated in complexes that can remove methyl groups from lysine 9 methylated histone H3. Interestingly, recognition of the H3K9 substrate appears to require an as yet unidentified modification. *In vivo*, loss of Swm1 increases the global levels of H3K9me2 and H3K4me2, and it results in a significant accumulation of H3K4me2 at genes that are up-regulated in the *swm1*Δ strain. The bias towards increased H3K4me2 levels in ORF regions of genes that are up-regulated (as compared to IGR regions), suggests that this increase results from either increased methylation by Set1, or incorporation of H3K4 methylated histones, during transcription.

An alternative explanation for the increased levels of H3K4me2 is that Hrp1/3 might act as coregulators, and influence the specificity of the Swm1 complex. In a similar manner to that of human LSD1, which when complexed with the androgen receptor switches from a H3K4 to a H3K9 demethylase [13], it is possible that K4 demethylation is favored over K9 in the functional context of the chromatin remodelling factors Hrpl and Hrp3. However, the bias to increased levels of H3K4me2 in ORF regions, suggests (as discussed above) that the increased levels at these genes results in some way from increased transcription.

Aside from at a few genes, where in the *swm1* deletion increased H3K9me2 levels are correlated with reduced levels of gene expression, the functional role of the Swm1/2 H3K9 demethylase activity is not yet clear. Our results, however, highlight complex interactions between histone demethylase, histone deacetylase and chromatin remodelling activities in the regulation of gene expression. The *in vivo* data indicate that Swm1 acts in concert with the HDAC Clr6 and the chromatin remodeller Hrp1 to repress gene expression, but further work is necessary to uncover the nature of these functional interactions.

Supplementary information is available on line.

## Methods

### Reagents

IgG Sepharose was from Amersham, Ni-magnabeads were from Promega and the Dynabeads M280 were from Dynal Biotech. Rabbit anti-mouse immunoglobulin protein used for coating the beads was from DAKO, A/S Denmark. Calf thymus bulk histones and histone H3 were purchased from Roche. Chicken polynucleosomes were purchased from Abcam and recombinant Xenopus laevis H3 was from Upstate.

### Construction of strains

Strains expressing TAP-tagged Swm1 and Swm2, and the *swm1* knockout strain, were constructed using previously described protocols [26]–[28]. In brief, the TAP-tagging constructs for homologous recombination were made using fusion PCR of 500 base pair genomic DNA fragments and the C-terminal TAP-tagging cassette. The resulting DNA fragment was transfected into S. pombe strain 501 *(leu1-32; ura4-D18; ade6-704;h^−^).* Homologous recombination was confirmed by PCR with primers inside and outside the incorporated TAP-tag. Expression of the construct and fusion protein solubility was checked by Western blots with anti-protein A antibodies. Strain viability was compared to that of the wild type strain in normal growth and under stress conditions (37°C). The *swm1*Δ knockout strain was constructed by homologous integration of Clonat, replacing the ORF. The integration was confirmed by PCR using primers 5′ and 3′ to the recombined region together with primers internal to the Clonat gene.

### Cells growth and affinity purification of the complexes

The published TAP-purification procedure [29] was followed with minor changes. The wild type and TAP-tagged strain cells were harvested and washed in ice-cold water, resuspended in 20 mM HEPES pH 8.0, 150 mM NaCl, 0.1% Tween 20 and broken in liquid nitrogen using a SPEX CertiPrep 6850 Freezer Mill. The soluble fraction was bound to either IgG coated Sepharose or IgG coated Dynabeads, washed extensively, cut with His-tagged TEV protease and eluted from the beads. Excess IgG and TEV were removed by incubation with protein A and Ni-agarose beads. The eluate was bound to calmodulin-binding beads and eluted with EGTA containing buffer. To avoid loss of protein the complex was not further purified by SDS-PAGE. Instead, the eluted complex was directly digested with trypsin and the resulting peptides identified by mass- spectrometry.

### Purification of hLSD1

Human LSD1 (residues 72-852) was subcloned into the pET30 vector (Novagen). Protein expression was carried out in the *E. coli* Rossetta 2 strain (Novagen). To induce expression 0.5 mM IPTG was added to cultures at OD_600_ of 0.6 and incubated at 25°C for 4 hours. Harvested cells were disrupted in lysis buffer (40 mM Tris pH 8.0, NaCl 300 mM, 0.5% NP40, protease inhibitors (Sigma)) using an Emulsiflex-05 (Avestin) at up to 8000 psi. hLSD1 was purified from the clarified lysate with Ni-NTA agarose (Qiagen) and further purified by anion exchange chromatography (MonoQ column (Pharmacia Biotech)) and gel filtration (Superdex 200 (Pharmacia Biotech)) using standard protocols.

### Purification of GST-Swm1

Full length GST-Swm1 was subcloned into pGEX-2T. Protein expression was carried out in the *E.coli* Rossetta strain. To induce expression 0.5 mM IPTG was added to cultures at an OD_600_ of 0.5 and incubated at 15°C for 16 hours. Harvested cells were disrupted in lysis buffer (25 mM Tris-HCL pH 8.0, 150 mM NaCl, 0.1% Triton-X-100, protease inhibitors (Roche)) by sonication. Glutathione sepharose resin (Pharmacia) was added to the clarified lysate and incubated with rotation for 2 hrs at 4°C. The resin was then extensively washed with lysis buffer without Triton-X-100. Bounds proteins were finally eluted in 50 mM Tris pH 8.0, 10 mM glutathione.

### In-vitro demethylase assays

^3^H-labelled methyl histone substrates were prepared using the following histone methyltransferases (HMT): GST-Set7, MBP-Clr4 and GST-Set2 as previously described [15]. Briefly, 100 ul labelling reactions were carried out in methylase buffer (50 mM Tris pH 8.0, 1 mM DTT, 10% glycerol and 10 µM ZnCl_2_) containing 1–5 ug HMTs, 5 µl S-adenosyl-[^3^H]methyl-methionine (70 Ci/mmol, NEN) and substrate (50 µg calf thymus bulk histones, 10 µg chicken poly-nucleosomes, 10 µg calf thymus histone H3 or 10 µg recombinant Xenopus laevis H3). After a 5 minute incubation at 37°C, reactions were immediately dialysed into demethylase buffer (50 mM Tris pH 8.8, 0.5 mM DTT and 5% glycerol) at 4°C.

For demethylase assays labelled histone substrates containing 5,000–50,000 cpm were incubated with 25 ul of either TAP-tagged Swm complex, mock purifications from wild-type cells, or 5 ug hLSD1 or GST-Swm1 in a final volume of 100 ul with demethylase buffer at 37°C for 1 hr. The Nash method was then used to detect the formation of ^3^H-labelled formaldehyde [30]. After precipitation with 10% TCA an equal volume of Nash reagent (3.89 M ammonium acetate, 0.1 M acetic acid and 0.2% 2,4-pentanedione) was added to the supernatant and incubated at 37°C for 50 minutes, followed by extraction with an equal volume of 1-pentanol. The extracted supernatant was then subjected to scintillation counting.

### Genome wide analysis

The microarray analysis in this study was performed essentially as outlined in [18]. cDNA expression profiling was carried out according to Xue et al., (2004) [31]. We used *S. pombe* ORF and combined IGR+ORF spotted microarrays from Eurogentec custom DNA microarray services (Belgium). For histone methylation maps, ChIP-chip experiments were carried according to Robyr and Grunstein (2003) [32]. Antibodies recognising specific methylation marks were employed: H3K9me2 and H3K4me2 (a kind gift from Prof. David Allis). For Hrp1 and Hrp3 binding studies we used the ChIP-chip procedure described by Kurdistani et al. (2002) [33]. For expression profiling and analysis of histone methylation levels, two microarray experiments were performed using two independent ChIP samples and including Cy3/Cy5 dye swops. Because each Eurogentec microarray yields two data points we thus measured four data points for each experiment. Expression profiling and histone methylation in mutant *vs*. wild-type data sets were normalized using the GeneSpring software and Lowess (per spot, per chip) intensity-dependent normalization, which corrects for nonlinear rates of dye incorporation. Cut off values of 1.5 (for gene expression) and 2.0 (for histone methylation levels) in at least 3 out of 4 data points were used to generate the ‘high’ and ‘low’ gene lists. For Hrp1 and Hrp3-binding experiments three microarrays were used, yielding six data points. Here we first used the GeneSpring software for a ‘per chip’ normalization and then employed a statistically determined cut-off for binding according to the median percentile ranking method [34]. Similar gene lists were identified using the automatic hyper-geometric distribution tests in the Gene List inspector function of Gene Spring. The hyper-geometric distribution test calculates the probability of overlap corresponding to *k* or more IGR or ORF fragments between an IGR or ORF list of *n* fragments compared against another gene list of *m* fragments when randomly sampled from a universe of *u* genes:
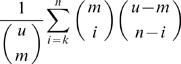
The significantly overlapping gene lists were illustrated using Venn diagrams.

## Supporting Information

Table S1 a) Identification of peptides in the Swm complex purified using TAP-tagged Swm1 (SPBC146.09C) b) Identification of peptides in the Swm complex purified using TAP-tagged Swm2 (SPAC23E2.02)
(0.16 MB DOC) Click here for additional data file.

Table S2 A list of genes either down- or up-regulated in swm1 deletion cells
(0.17 MB DOC) Click here for additional data file.

Table S3 Genes that have either increased levels of H3K4me2 or H3K9me2 in swm1 deletion cells
(0.31 MB DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Studies of Histone Demethylation Catalysed by the Fission Yeast Homologues of Mammalian LSD1
**Source:** PLoS One. 2007 Apr 18;2(4):e386. doi: 10.1371/journal.pone.0000386
**Supplement:** Table S1 — a) Identification of peptides in the Swm complex purified using TAP-tagged Swm1 (SPBC146.09C) b) Identification of peptides in the Swm complex purified using TAP-tagged Swm2 (SPAC23E2.02) (0.16 MB DOC)

**Table S1**

**a)** Identification of peptides in the Swm complex purified using TAP-tagged Swm1 (SPBC146.09C)

(For each protein the peptides identified are shown.)

**b)** Identification of peptides in the Swm complex purified using TAP-tagged Swm2 (SPAC23E2.02)

(For each protein the peptides identified are shown.)

# Supplementary material for: Genome-Wide Studies of Histone Demethylation Catalysed by the Fission Yeast Homologues of Mammalian LSD1
**Source:** PLoS One. 2007 Apr 18;2(4):e386. doi: 10.1371/journal.pone.0000386
**Supplement:** Table S2 — A list of genes either down- or up-regulated in swm1 deletion cells (0.17 MB DOC)

**Table S2 –** A list of genes either down- or up-regulated in *swm1* deletion cells

(We used a cutoff value of 1.5 to define genes whose expression was affected in at least 3 out of 4 experiments bythe *swm1* deletion – see main text for further details).

# Supplementary material for: Genome-Wide Studies of Histone Demethylation Catalysed by the Fission Yeast Homologues of Mammalian LSD1
**Source:** PLoS One. 2007 Apr 18;2(4):e386. doi: 10.1371/journal.pone.0000386
**Supplement:** Table S3 — Genes that have either increased levels of H3K4me2 or H3K9me2 in swm1 deletion cells (0.31 MB DOC)

**Table S3** – Genes that have either increased levels of H3K4me2 or H3K9me2 in *swm1* deletion cells

(We used a cutoff value of >2 fold increase as compared to wild type to define IGR and ORF regions with increased H3K4me2 or H3K9me2 in at least 3 out of 4 experiments bythe *swm1* deletion – see main text for further details).

How the deposited data were processed for this re-analysis (not part of the article)

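Samples. Gene expression, H3K4me2 and H3K9me2 were compared between swm1Δ and wild-type cells, and binding of Hrp1-myc and Hrp3-myc was measured as immunoprecipitate against input, all on 2-colour spotted arrays with 2 spots per feature. There were 2 expression arrays, 2 arrays for each mark in ORF and in IGR regions, and 3 IGR arrays for each Hrp protein. The condition, dye and replicate of each array were taken from its label, except that the ORF part of the slide of array B1 was read with wild type in Cy3, against its own label and as the label of its IGR part says. The 6 arrays of total histone H3 in hrp1Δ cells and the 6 ORF arrays of Hrp1 and Hrp3 were not used here, since no claim of the paper rests on them alone. Of 28 columns of the deposited tables 22 were matched to a sample and read.

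Files. The scanner files that the authors deposited hold the median signal and the median local background intensity of each spot in Cy3 and Cy5, before any correction. The tables that the authors deposited for expression and methylation hold log2 ratios per spot after their Lowess normalization in GeneSpring, with a floor at the log2 of 0.01. For the Hrp arrays the authors deposited log10 values that equal a single dye over the median of the array on 3 arrays and follow a single dye in rank on the other IGR arrays, with a floor at the log10 of 0.01. Spots of the 2 kinds of file were matched by their position on the array. The direction of the deposited methylation ratios was checked against the scanner intensities of 7 arrays, and it was swm1Δ over wild type on 6 by their labels and on the ORF part of B1 only with the dyes read against its label. The numerator of the expression ratios is not stated with them and could not be checked. Scanner software is not named in the paper's text.

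Computation. Scanner intensities were background corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50. Methylation ratios were loess normalized within each scanner file, with weight 0 for control and missing features, and Hrp ratios were not. Tables and tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The rule of the paper's methods was applied, with a cut-off of 1.5 for expression and 2.0 for methylation in at least 3 of 4 data points. A test with limma on the mean log2 ratio of each array against 0 was set beside it, with 1 residual degree of freedom and Benjamini-Hochberg adjustment at 0.05. Shares were compared with Fisher's exact test, two-sided for methylation and one-sided for a larger overlap with Hrp binding, as in the hyper-geometric tests of the paper. Medians were compared with 100000 permutations with a fixed seed. Intervals are Wilson intervals and cover counting error only. Overlaps with expression used the names of Table S2 and, as background, the 4885 genes with a measured ORF, or for Hrp binding the 4410 of these with a measured IGR. For H3K9me2, median centring in place of loess concerned the ORF arrays only, since the IGR ratios are the deposited ones.

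Genes named. The genes named are those that the paper's text, Figure 1 or Figure 4A names and the arrays measure, where a claim concerns them, and for each list by the rule the 3 features with the largest mean log2 change among those past the cut-off in all data points. The genes of the runs on chromosomes II and III were chosen after their values were seen. For these runs, 4646 of the 4896 ORF features were placed in order along the chromosomes with the RefSeq gene table of the ASM294v3 assembly, and the median ratio was taken in each of 4574 windows of 25 neighbouring genes.

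Checks and alternatives. The rule, the limma test and the windows were tested on simulated H3K4me2 arrays with 4896 ORF features, of which 200 were changed by 2 on the log2 scale. The spread between spots and between arrays was set by hand and not estimated from the data. All raised features passed the rule, 0 unchanged features did, and limma called all changed features and 18 unchanged ones. H3K9me2 and expression arrays, whose replicates hardly correlated, were not simulated. The result therefore does not show how many unchanged features pass the rule on them. Other choices of cut-off, centring, normalization, background correction, dim spots, number of data points, dye direction of the slide of array B1, percentile, gene lists and deposited values were tried, as was leaving out each array in turn. The main settings, the alternatives called planned and the rule for naming genes were chosen before the data were examined. The comparison of gene lengths was not run. The paper's text names no genome build, and the ASM294v3 gene table was used only to place genes in order. Lists from other studies and from the authors' database were not analysed here.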

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

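The test of this result, leaving 1 array unturned for the regions with lower H3K4me2, was chosen only after the result was seen.

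Lower H3K4me2 in swm1Δ cells, which the paper does not discuss, was measured in 126 regions by the mirrored rule, at or below 1/2.0 in at least 3 data points, of which 103 are ORF regions and 23 are IGR regions. No control arrays of wild type against wild type were analysed here. With 1 array left unturned, so that a dye bias adds up and a difference between the strains cancels, a mean of 3.5 regions passed 2.0 or 1/2.0, which argues against noise of spots and dye bias as the source of most of the 126 regions. On the ratios that the authors deposited 117 ORF and 19 IGR regions were lower, so the result did not need the normalization used here. A total change in nucleosomes or in DNA cannot be excluded, since no array of total histone H3 or of input DNA of the swm1Δ strain was analysed here. A change in methylation itself stays open as well. Of the lower ORF regions 9 lie in a run of neighbouring genes on chromosome II, whose test is given among the other observations.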

How the results depend on the processing

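The alternatives named as added were chosen only after the results were seen. They are the deposited binding values, the median rank of binding, the centring of the H3K9me2 IGR arrays for the comparison of ORF with IGR regions, the share of genes and the expression lists, the run of genes left out, spots with a mark other than 0 in the scanner files left out, and missing and control features kept.

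For 25 results 93 alternative values chosen beforehand were computed. Of these, 50 kept their direction and their side of the threshold or stayed within a set limit, and 26 moved past that limit. A further 10 fell on the other side of no difference, 3 passed a threshold that the main value had not passed and 4 no longer passed it. Of 34 added values 23 kept, 2 moved, 6 fell on the other side and 3 passed a threshold. Counts are called moved when they change by more than 1.5 times, and shares of genes when they leave the Wilson interval of the main value. Neither limit measures a spread between replicates.

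The number of features higher in swm1Δ cells (171) became 61 and the number lower (127) became 25 at a cut-off of 2.0, where fewer features can pass. With the mean of the data points they became 347 and 276. Without 1 of the arrays they were 381 to 383 and 392 to 395, since the 2 data points of the array that stayed had to pass (381 and 392 without array 19).

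With the mean of the data points, high H3K9me2 was counted in 585 ORF regions (177 in the main analysis) and 577 IGR regions (234), and high H3K4me2 in 178 IGR regions (97). Without 1 of the arrays the counts were 472 to 1014 for H3K9me2 ORF regions and 482 to 1096 for H3K9me2 IGR regions, each larger without B2, and 241 to 291 for H3K4me2 ORF regions and 190 to 207 for H3K4me2 IGR regions, each larger without C2. High H3K9me2 ORF regions numbered 289 with median centring, 289 with plain background subtraction, 269 on the deposited ratios, and 270 on these with missing and control features kept (added). H3K9me2 IGR regions numbered 115 with the arrays centred on their median. The share of genes with high H3K9me2 was 10.0% with median centring of the ORF arrays, 9.72% on the deposited ratios and 5.77% with the IGR arrays centred on their median (added), against 7.96%. On the deposited ratios limma called 3 H3K9me2 ORF regions, against 0 (196 at an unadjusted p under 0.05), and 131 H3K4me2 IGR regions, against 275. The cause of these changes was not tested.

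Directions reversed as follows. For the share of high H3K9me2 in ORF against IGR regions, the two-sided Fisher's exact p was 0.0134 with median centring (odds ratio 1.25) and 0.0440 on the deposited ratios (odds ratio 1.20), against 0.00472 and 0.748. It was 0.000223 with the IGR arrays centred on their median (odds ratio 1.56, added) and 2.91e-19 with the ORF and IGR arrays both median centred (odds ratio 2.61, added). None of the 4 alternatives had the direction of the main value. For high H3K9me2, median centring gave an exact p of 0.283 for up-regulated genes (odds ratio 0.762; p = 0.402 and odds ratio 0.773 with ORF and IGR arrays both centred, added) and of 1 for down-regulated genes (odds ratio 0.944), neither past 0.05. With ORF and IGR arrays both centred (added) the odds ratio for down-regulated genes was 1.23 (exact p = 0.466), in the direction of the main value. The median H3K9me2 difference of the down-regulated genes was -0.066 with the slide of B1 read by its ORF label (permutation p = 0.388) and 0.02 to 0.09 without 1 of the arrays. For down-regulated genes with high H3K4me2, median centring gave an exact p of 0.0484. The cause was not tested.

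At a percentile of 0.95, 0 regions or genes overlapped with Hrp1 binding, so the exact p was 1 both for high IGR H3K4me2 and for the up-regulated genes. Only 9 regions were bound there, with 0.176 and 0.478 overlaps by chance, so an overlap of 0 says nothing about the direction. The same holds for Hrp3 and the up-regulated genes in the main analysis, with 0 of 6 genes and 0.318 by chance, and a percentile of 0.9 gave 1 of 15 genes (exact p = 0.559). Without 1 of the arrays the exact p ranged from 0.0143 to 0.385 for Hrp1 and high H3K4me2 (0.385 without the array labelled A260E, 0.314 without the K080D array labelled slide 2) and from 1.08e-05 to 0.271 for Hrp3 and high H3K4me2 (0.163 without slide 2, 0.271 without slide 3). For the up-regulated genes it ranged from 2.30e-05 to 0.321 for Hrp1 (2.30e-05 without slide 1) and from 0.00146 to 1 for Hrp3, with 0.00146 without the array labelled K080D, 0.0789 without slide 2 and an overlap of 0 without slide 3. The number of bound regions rose from 39 to 303 for Hrp1 without slide 1 and from 6 to 210 for Hrp3 without K080D. The median rank (added) gave exact p of 1.42e-05 for Hrp1 and 1.24e-05 for Hrp3 with the up-regulated genes, and 5.21e-10 and 4.37e-06 on the deposited values. The deposited single-dye values (added) gave exact p of 3.13e-09 for Hrp1 and 3.41e-05 for Hrp3 with the up-regulated genes. The Hrp overlaps therefore depended on which arrays, values and rank were used.

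The bias of high H3K4me2 towards ORF regions, which low H3K4me2 has too, and the excess of high H3K4me2 among up-regulated genes kept their direction and side of the threshold under every alternative run for them, the former with odds ratios of 1.71 to 2.09 and the latter with exact p of 1.64e-07 to 7.54e-06. The difference in median H3K4me2 stayed between 0.17 and 0.18 without 1 of the arrays.

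No paired analysis was possible because no label pairs arrays across marks or with expression, and the 2 strains are already set against each other on each array. The comparison of gene lengths was not run. The planned use of the Table S2 lists for the medians and for the Hrp overlaps is the main analysis itself. Leaving out dim spots, of which the H3K9me2 arrays had more than the H3K4me2 arrays, gave 134 high H3K9me2 ORF regions and left the H3K4me2 counts at 161 and 97.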

Differences from the paper's values

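The alternatives on the deposited Hrp binding values and on the median rank of binding were chosen only after the results were seen, and all other tests in this part were planned.

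The paper reports 265 up-regulated genes, and 171 features passed the same rule here. The counts of higher and lower features here are out of 3309 features with at least 3 data points. The paper's text does not state out of how many genes its counts were taken. A difference in counts may therefore come from a different number of measured genes, which was not tested. Of the alternatives set before the data were examined, the mean of the data points (347), centring on the median (179) and leaving out array 19 (381) or 29 (383) are within 1.5 times the paper's value, and a cut-off of 2.0 (61) is not. The paper reports 173 down-regulated genes, and the main count (127) and centring on the median (119) are within 1.5 times of it. The mean of the data points (276), leaving out array 19 (392) or 29 (395) and a cut-off of 2.0 (25) are not.

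Table 2 of the paper heads its list of IGR regions with high H3K4me2 with 41 genes, and 97 IGR regions passed the rule here. None of the alternatives set before the data were examined comes within 1.5 times of that value, with median centring (98), no background subtraction (71), plain subtraction (91), the deposited ratios (82), dim spots left out (97), the mean of the data points (178), and array C1 (190) or C2 (207) left out. The list of the same regions in the paper's Table S3 has 82 names, the number found on the deposited ratios.

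The paper's methods use the median percentile rank for Hrp binding, and the main values here use the mean rank over the arrays. For Hrp1 binding and high IGR H3K4me2 the paper's p is 9.01e-06, and the one-sided Fisher's exact test gave 0.0398 here. None of the alternatives set before the data were examined comes within 1.5 times of the paper's p, with 1 at a percentile of 0.95, 0.0251 with the regions that Table S3 lists, and 0.0143 to 0.385 without 1 of the arrays. The deposited binding values, chosen after seeing the values, gave an exact p of 3.12e-19, and 2.58e-19 with the list of Table S3. The median rank, also chosen after seeing the values, gave 0.0438, and 8.70e-17 on the deposited values. For Hrp3 the paper's p is 0.000564, and the exact test gave 0.00539 here, 0.00559 at a percentile of 0.9, 0.00378 with the regions that Table S3 lists, and 1.08e-05 to 0.271 without 1 of the arrays, none within 1.5 times of it. The deposited binding values, chosen after seeing the values, gave 2.46e-07, and 6.60e-06 with the list of Table S3, in the same exact test. The median rank, also chosen after seeing the values, gave 1.04e-05, and 6.25e-12 on the deposited values.

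For Hrp1 binding and the up-regulated genes the paper's p is 5.48e-06, and the exact test gave 0.112 here, 1 at a percentile of 0.95 and 2.30e-05 to 0.321 without 1 of the arrays. For Hrp3 the paper's p is 1.33e-05, and the exact test gave 1 here, 0.559 at a percentile of 0.9 and 0.00146 to 1 without 1 of the arrays. None of these alternatives set beforehand comes within 1.5 times of the paper's p. The deposited binding values, chosen after seeing the values, gave exact p of 3.13e-09 and 3.41e-05. The median rank, also chosen after seeing the values, gave 1.42e-05 for Hrp1, which is not within 1.5 times of the paper's p, and 1.24e-05 for Hrp3, which is. On the deposited values it gave 5.21e-10 and 4.37e-06.

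The paper lists 10 down-regulated genes with high H3K9me2 in the ORF in Figure 4A, of which 7 passed the rule on the ratios from scanner intensities. SPCC1620.06c passed in 2 data points, SPBC17A3.08 in 1 and SPBC3E7.10 in 0. On the ratios that the authors deposited all 10 passed. The paper states that H3K9me2 rose in a large part of the genome, and here 411 regions were high and 315 low by the same rule.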

Other observations

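The tests of spot noise, of dye bias alone and of variation of single arrays, of dye bias in the run on chromosome III and of loss of DNA on chromosome II were chosen only after the result was seen.

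By the rule 411 regions had high H3K9me2 and 315 had low H3K9me2 in swm1Δ cells. With 1 array left unturned, so that a difference between the strains cancels, a mean of 319.5 regions passed 2.0 or 1/2.0, or 77.7% of the high count. In this test, chosen beforehand, the count came out as noise of spots and dye bias together would have it, and the reading changed only with the 2 tests that follow, chosen later. Noise between the spots of an array is argued against by the Pearson correlation between the 2 spots of a feature, which was 0.621 or more on these arrays. Dye bias alone would make the turned ratios of the dye-swapped arrays correlate negatively. Their lowest Pearson correlation was 0.0121, over IGR regions, where the Spearman correlation was -0.00121. The Spearman correlation over ORF regions was 0.0478. These values are near 0 and not clearly negative, which argues against dye bias alone, although strain and dye effects of like size would cancel in them. Variation of single arrays that the other array does not share may therefore account for most of the high H3K9me2 regions, and its source was not tested. The deletion of swm1 was not seen in the ORF part of the array labelled B1. A sample other than the one on the label, or H3K9me2 ratios too noisy to show a deletion, stay open and were not tested further. The IGR ratios cannot settle this, since the deletion replaced the ORF. A change in H3K9me2 at some of the regions stays open too. The H3K4me2 arrays differ from this. A mean of 3.5 regions passed unturned against 258 with high H3K4me2, or 1.36%, which argues against noise and dye bias for most of them.

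In expression a mean of 120 features passed 1.5 or 1/1.5 with 1 array left unturned, or 70.2% of the 171 higher features, while the spots of a feature correlated at 0.744 or more and the turned arrays at 0.0894. As for H3K9me2, variation of single arrays that the other array does not share may account for most of the features found by the rule, while these correlations, read only after the count with 1 array unturned had come out as noise and dye bias would have it, argue against noise between spots and against dye bias alone. The argument on dye bias holds only if both ratios are swm1Δ over wild type, which could not be checked. A change in expression at some of the genes stays open. The paper's list of up-regulated genes, made by the same rule, had more high H3K4me2 than the other genes (odds ratio 3.24, Fisher's exact test, two-sided, p = 1.74e-07). Noise that falls on genes without regard to H3K4me2 would not give this excess. It argues against such noise as the source of the whole list, but does not show how many of its genes changed. Since the features could not be named, whether the list holds the features counted here could not be checked.

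The ratios of Hrp1 slide 1 and of the Hrp3 array labelled K080D had negative Spearman correlations, from -0.155 to -0.292, with those of the other arrays of the same protein, and the values deposited for these 2 arrays follow the dye labelled as input. Their dye labels may therefore be exchanged, which was not tested. The bound regions from all 3 arrays rest on those labels, and without these arrays the exact p for the overlap of Hrp1 binding with the up-regulated genes was 2.30e-05 and that of Hrp3 binding 0.00146, and with high H3K4me2 they were 0.0143 and 1.08e-05. No biological explanation was tested.

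A run of 25 neighbouring genes on chromosome III, from SPCC306.11 to SPCC364.02c, had a median H3K4me2 ORF log2 ratio of 1.34, with 1.40 on array C1 and 1.27 on C2, and the highest median of 4525 windows of 25 genes outside it was 0.52. The paper does not report it. It holds swp1, 12 ORF regions with high H3K4me2, and 8 of the paper's up-regulated and 0 of its down-regulated genes. With 1 array left unturned the median was 0.019, which argues against a dye bias. Extra copies of the segment in the swm1Δ strain would raise both marks in ORF and IGR regions alike. In the ORF regions of the run the median H3K9me2 ratio was 1.06, with 1.09 on B1 and 0.99 on B2. The median IGR ratio of H3K9me2, which had not been used to find the run, was 0.94 and above that of 100% of the other windows. On array B1 alone it was 0.74, above 91.2% of them, and on B2 0.72, above 99.9%. These medians are those that extra copies of the segment would give, as a hypothesis. The weight of the ORF value of B1 is limited, since it does not show the deletion of swm1. That of the IGR values is limited too. The deletion replaced the ORF and gives no check on them, and their 2 arrays had a Pearson correlation of 0.0121. The ORF part of B2, which shows the deletion, had a median of 0.99, above that of 100% of the other windows. Single genes vary, as swp1 had H3K9me2 ORF ratios of -1.03 and 0.93. The H3K4me2 ORF ratios in the run went from 0.30 (SPCC4G3.16) to 2.46 (SPCC4G3.12c), while extra copies alone would raise its genes about alike. A rise in both marks without a change in copy number, or more nucleosomes over these genes, stays open, since no array of input DNA of the swm1Δ strain was analysed here.

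A run of 25 genes on chromosome II, from SPBPB10D8.01 to SPBC1683.12, had the lowest window median of H3K4me2 in ORF regions, -0.99, and an IGR median of -0.91. It holds 9 ORF regions with low H3K4me2, and 7 of the paper's down-regulated genes and 1 of its up-regulated genes. Loss of the DNA of the whole run from all cells of the swm1Δ strain would bring its ORF ratios near that of the deleted swm1 ORF, -3.90. The IGR of swm1, at -2.34, is no such benchmark, since the methods state that the ORF was replaced. The lowest ORF ratio in the run was -2.48 and the highest 0.38, and the median was -0.81 on C1 and -1.11 on C2. These values argue against such a loss. The H3K9me2 arrays cannot decide on loss of part of this DNA, or in part of the cells. The median H3K9me2 ORF ratio of the run was 0.23, above 85.6% of 4549 other windows, but it is carried by the array labelled B1 (0.65), which does not show the deletion of swm1. It was -0.08 on the ORF part of B2, the only H3K9me2 values that show it. The median H3K9me2 IGR ratio was 0.11, above 47.1% of the windows. Such a partial loss and lower H3K4me2 over these genes cannot be told apart here, since no array of input DNA of the swm1Δ strain was analysed here.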
